A study of Mus musculus with 6 samples. Its data were reported in "Spatiotemporal functions of leukemia inhibitory factor in embryo attachment and implantation chamber formation" (2024).

How the data were processed

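RNA was sequenced from 2 tissues of pregnant mice in which the cytokine gene *Lif* (leukemia inhibitory factor) had been deleted from the uterine epithelium by a Cre driver under the *Ltf* promoter (*Lif* eKO). The tissues were the luminal layer of the uterus, taken by laser microdissection, and blastocysts flushed from the uterine horns. All were collected at 8 pm on day 4 of pregnancy. The groups were females carrying the floxed *Lif* allele without Cre (control), *Lif* eKO females, and *Lif* eKO females given recombinant Lif (rLif) at 20 µg per head at 10 am and 6 pm, 2 h before dissection. Groups were taken from the sample labels. Each of the 6 groups was 1 library, made by the authors from pooled RNA of several animals or from pooled blastocysts. No difference between groups therefore had a replicate check, the spread between animals could not be estimated, and no p-value is given.

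The authors made SMART-seq v4 libraries from low RNA input, aligned paired-end reads to mouse genome GRCm38/mm10 with HISAT2, and counted reads per gene with featureCounts. The deposited values were whole-number read counts per gene, 1 table per tissue, without normalization. The study's methods describe the output of featureCounts as RPKM, but the values in the tables were whole numbers with a different total in each library. The deposited tables also gave the summed exon length of each gene in bases, which was used for 1 alternative. The annotation release and the settings for strand and for reads that map to several places were not stated. Reads in exons shared by 2 genes, or in near-identical copies, could thus have been split or dropped in ways that cannot be traced. Of the 23420 genes in the tables, 2814 had exons overlapping those of another gene, and named genes among them are said to be uncertain. The tables held 0 mitochondrial rows, and 27 rows had symbols turned into dates. Gene positions are the first and last exon base in the deposited tables (GRCm38/mm10). Gene types came from GENCODE M21, which uses the same build. Of the 21751 symbols found there, 99.3% lay over the GENCODE gene of that name.

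Total counts were 23850565, 28460465 and 27809527 in the luminal libraries (control, eKO, eKO with rLif) and 18996158, 19638852 and 19417359 in the blastocyst libraries. Genes with at least 10 counts summed over the 3 libraries of a tissue were analysed, 15694 in the luminal layer and 14873 in blastocysts. Library sizes were scaled by TMM (edgeR 4.0.16, R 4.3.3). CPM values (counts scaled to a common library size) used these scaled sizes. Ratios of 2 libraries have exact 95% Clopper-Pearson intervals, and single counts have exact Poisson intervals. Both cover counting error only, since reads made by PCR without molecular identifiers are not independent molecules. Where 1 library had 0 counts, the fold was computed against a floor of 3 counts in that library and is given as a bound (at least). This bound takes the other count as exact, so the exact interval reaches lower. For luminal *Lif* in eKO against control, the interval began at a log2 ratio of 2.64, whereas the bound was 8.20-fold.

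The first rule (size rule) called a gene when the 95% interval of its ratio lay wholly beyond a log2 ratio of 1 in either direction. It compares 2 libraries, not 2 conditions. The second rule applied the fold and false discovery limits of the study (absolute log2 fold change above 1, FDR below 0.05) through edgeR's exact test. The study's methods gave no dispersion, and 1 library per group allows no estimate, so the dispersion was fixed at 0.1 and only numbers of genes are given. For both rules, 3 unchanged libraries per tissue were simulated 20 times (5 times for the second rule) from the shared mean of each gene, with dispersions of 0, 0.04, 0.1 and 0.2. These simulations give every gene the same dispersion, which real libraries do not have. Both rules were tested on simulated data with 200 genes changed 8-fold. For the luminal eKO against control comparison, the size rule recovered 100% of them with 3 false calls under counting error alone. It recovered 99.5% with 949 false calls at a dispersion of 0.1. The second rule recovered 79% with 9 false calls at that dispersion.

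Return towards control in the rLif-treated libraries was measured in log2 CPM with a pseudocount of 2. It is the share of genes called in eKO against control whose value with rLif lay nearer to control than to eKO, and Pearson's r across genes between eKO minus control and eKO minus rLif-treated eKO. Both differences contain the eKO library, so the same measures in the simulated unchanged libraries are given beside them. Genes are not replicates. For gene lists, the median log2 ratio was placed as a percentile among 10000 random lists of the same size matched on mean expression in 10 classes.

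The rules, the 16 gene lists and the named genes were fixed before the data were examined, but after the study's text and supplementary tables had been read. Of the 26 Stat3 targets listed, 9 were named in the study's own enrichment results, as were 5 of the 16 progesterone-responsive, 4 of the 16 estrogen-responsive and 3 of the 16 attachment genes. The other lists held markers of luminal and glandular epithelium, stroma, smooth muscle, immune cells, endothelium and blood, of trophectoderm, inner cell mass and primitive endoderm, and genes of proliferation and of the sex chromosomes. The blood list in both tissues and the sex chromosome list in the luminal layer had fewer than 3 usable genes and have no result. A myeloid, a trophoblast differentiation and a hypoxia list were added after the data had been seen. Named genes were *Lif*, *Lifr*, *Il6st* and *Stat3*, then the 5 genes per direction (luminal eKO against control) or the 3 per direction (other comparisons) whose interval bound nearest 0 was farthest from it. From lists, called members and *Ptgs2*, *Pgr*, *Esr1*, *Mki67* and *Ltf* could be named. Genes named outside this rule are said to have been chosen after their values were seen.

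Alternatives were DESeq2 1.42.0 size factors, scaling by total count, other count minimums, limits, intervals, pseudocounts and dispersions, libraries thinned to the lowest total count, genes with overlapping exons left out, and the 20 most abundant genes left out before scaling. Further alternatives chosen after seeing the data were RPKM values rounded to whole numbers in place of counts, and the most abundant of 3 equal classes of genes alone. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.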

Results

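Read counts per gene were obtained for 6 libraries, 1 per group, from the uterine luminal layer and from blastocysts at 8 pm on day 4 of pregnancy, shortly before blastocysts attach. In each tissue the groups were control (floxed *Lif*), *Lif* eKO (deletion in the uterine epithelium) and *Lif* eKO after injection of rLif. The design asked which transcripts of the epithelium and of the blastocyst differed when epithelial Lif was missing, and which of them returned when Lif was supplied. Total counts ranged from 18996158 to 28460465 per library. The 20 most abundant genes took 13.7%, 17.8% and 15.5% of the counts in the luminal libraries (control, eKO, eKO with rLif), and 7.56%, 7.24% and 7.29% in the blastocyst libraries. There were no replicates, so the values below compare single pooled libraries.

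The targeted gene was examined first. *Lif* (chromosome 11, 4257568 to 4272514, plus strand, protein coding) had 0 counts in the luminal library labelled control, 28 counts in the one labelled eKO and 0 counts in the one labelled eKO with rLif. The 28 counts correspond to 0.975 CPM (exact Poisson 95% interval 0.648 to 1.41). A floor of 3 counts allows up to 0.119 CPM in the library labelled control and 0.115 CPM in the one labelled eKO with rLif. *Lif* was therefore at least 8.20-fold higher in the library labelled eKO than in the one labelled control, the reverse of the order that a deletion would give. The paper places Lif in the uterine glands before attachment, so 0 counts in a luminal layer do not conflict with the control label. The counts do not settle the labels, and luminal groups are accordingly called by them. In blastocysts, *Lif* had 1447 counts in control, 1736 in eKO and 1250 in eKO with rLif (75.9, 88.8 and 64.3 CPM).

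Transcripts of the receptor and its effector were compared next. *Lifr* (chromosome 15, 7129572 to 7197489) had 5362 counts in the luminal library labelled control, 1463 in the one labelled eKO and 4554 in the one labelled eKO with rLif. Its log2 ratio was -2.06 for eKO against control (interval -2.14 to -1.98) and 1.78 for rLif-treated against untreated eKO. *Stat3* (chromosome 11, 100886810 to 100939511) had 5758, 3213 and 7823 counts. Its log2 ratio for eKO against control was -1.03, with an interval of -1.09 to -0.97 that crossed the limit. The rLif-treated library exceeded the one labelled eKO in *Stat3* by a log2 ratio of 1.43. *Il6st* (chromosome 13, 112464070 to 112506860), which encodes the shared receptor subunit gp130, had 661, 826 and 1047 counts and differed by a log2 ratio of 0.14 between the libraries labelled eKO and control. In blastocysts none of *Lifr*, *Il6st* and *Stat3* was called in any of the 3 comparisons. Their log2 ratios for eKO against control were 0.50, 0.34 and 0.29. The blastocyst *Lifr* ratio for rLif-treated against untreated eKO was -1.11, with an interval of -1.26 to -0.96 that crossed the limit, and against control it was -0.61.

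In the luminal layer, 2704 of 15694 genes (17.2%) lay beyond a 2-fold change between the libraries labelled eKO and control, 1268 higher and 1436 lower in the former. Between the libraries labelled eKO with rLif and control there were 1438, of which 647 were higher and 791 lower. Between the libraries labelled eKO with rLif and eKO there were 2456, of which 1236 were higher and 1220 lower. The balance of direction differed by abundance. In the most abundant of 3 equal classes of genes, 59.2% of 289 calls were higher for eKO with rLif against control. For eKO with rLif against eKO, 63.6% of 656 were higher there, and for eKO against control 43.2% of 754. Unchanged luminal libraries simulated with a dispersion of 0.1 gave means of 958, 953 and 961 genes beyond a 2-fold change. Those simulated with a dispersion of 0.2 gave 2673, 2621 and 2680. With counting error alone the means were 0.65, 0.80 and 0.75. The luminal numbers thus exceeded those at a dispersion of 0.1 in all 3 comparisons, and whether they exceed the spread between pools of animals depends on a dispersion that these libraries do not give. Treating the 3 luminal libraries as 1 group, which counts any effect as spread, gave a common dispersion of 0.250. In 3 equal classes of abundance, from rarest to most abundant, it was 0.637, 0.168 and 0.146. The choice that moved the eKO against control number most was the limit. With a log2 limit of 0 it was 11724, and with a limit of 2 it was 868.

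In blastocysts, the size rule called 468 of 14873 genes (3.15%) between eKO and control, with 192 higher and 276 lower in eKO. It called 734 between eKO with rLif and control, with 141 higher and 593 lower, and 557 between eKO with rLif and eKO, with 136 higher and 421 lower. Unchanged blastocyst libraries gave means of 882, 853 and 870 genes at a dispersion of 0.1 and of 69.7, 74.5 and 72.5 at 0.04. Each blastocyst number was therefore below what unchanged libraries would give at a dispersion of 0.1 and above what they would give at 0.04. As in the luminal layer, whether the numbers exceed the spread between pools depends on a dispersion that these libraries do not give. Most of the called genes were rare. In eKO against control, 408 of the 468 were in the rarest of 3 equal classes of abundance and 7 in the most abundant class. In the luminal layer the corresponding classes held 1222 and 754 of the 2704. The common dispersion of the 3 blastocyst libraries treated as 1 group was 0.0558. From the rarest to the most abundant class it was 0.337, 0.0457 and 0.0168.

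**Figure D1:**
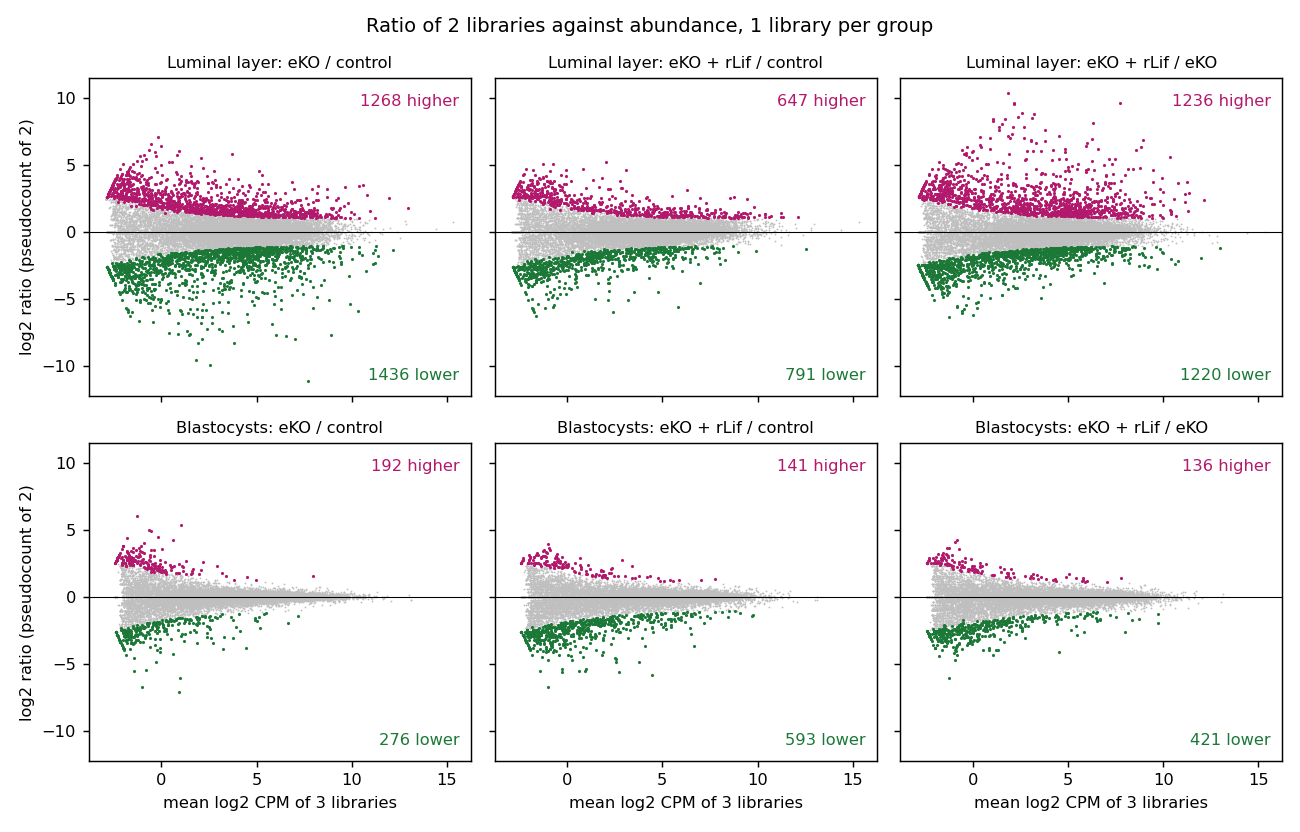
Each point is a gene, with its mean log2 CPM over the 3 libraries of a tissue on the horizontal axis and the log2 ratio of 2 libraries (pseudocount of 2) on the vertical axis. Magenta and green mark genes called higher and lower by the size rule, 1268 and 1436 in the luminal libraries labelled eKO and control against 192 and 276 in the blastocyst libraries.

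**Figure D2:**
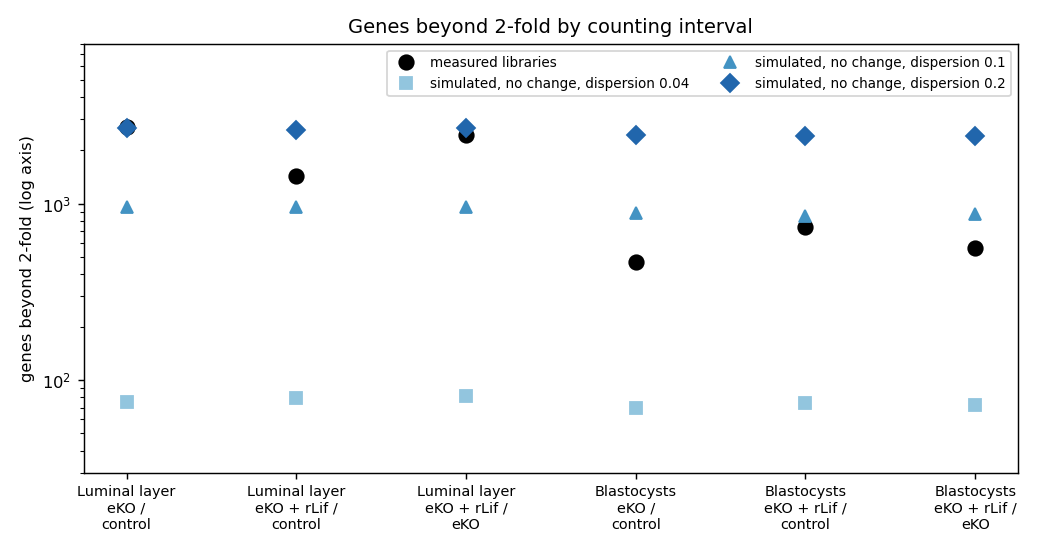
Black points give the number of genes called by the size rule in each of the 6 comparisons (log axis), and blue symbols give the mean number in simulated libraries without any change at 3 dispersions. The 3 blastocyst values of 468, 734 and 557 lie below the simulated values at a dispersion of 0.1, and the luminal value of 2704 lies close to that at 0.2.

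Under the fold and false discovery limits of the study, with a dispersion of 0.1, 1250 luminal genes passed for eKO against control (537 higher, 713 lower), 342 for eKO with rLif against control (136 higher, 206 lower) and 1109 for eKO with rLif against eKO (635 higher, 474 lower). The blastocyst numbers were 65 (20 higher, 45 lower), 124 (9 higher, 115 lower) and 58 (5 higher, 53 lower). Simulated unchanged libraries gave 0 such genes at this dispersion in each comparison, and 204 and 194 for eKO against control in the luminal layer and in blastocysts at 0.2. With an assumed dispersion of 0.4 the luminal eKO against control number was 29 and the blastocyst number 0.

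The luminal genes with the largest decrease in the library labelled eKO were identified by their interval bounds. *8430408G22Rik* (chromosome 6, 116650684 to 116652847) had 100224 counts in the library labelled control, 47 in the one labelled eKO and 35376 in the one labelled eKO with rLif, a log2 ratio of -11.24 for eKO against control (interval -11.69 to -10.83). *Gabrp* (chromosome 11, 33550781 to 33578957) had 1925, 0 and 918 counts, at least 730-fold lower in the library labelled eKO than in control. *Dio3os* (chromosome 12, 110275385 to 110278068), a long non-coding RNA whose exons overlap another gene and whose counts are uncertain, had 1435, 0 and 281 counts, at least 544-fold lower. *Olfm1* (chromosome 2, 28193093 to 28230736) had 49880, 218 and 3623 counts and a log2 ratio of -8.02. *Ttpa* (chromosome 4, 20008428 to 20030785) had 3414, 10 and 1239 counts and a log2 ratio of -8.60.

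In the opposite direction, *1700001P01Rik* (chromosome 11, 97771481 to 97775918) had 0 counts in the library labelled control, 301 in the one labelled eKO and 21 in the one labelled eKO with rLif, at least 88.2-fold higher in eKO than in control. *2210409E12Rik* (chromosome 11, 88972638 to 88973014), annotated as a transcribed processed pseudogene whose reads could come from its parent gene, had 0, 210 and 13 counts, at least 61.5-fold higher. *Mapk10* (chromosome 5, 102907948 to 103211334) had 0, 189 and 46 counts, at least 55.4-fold higher. *Fgf1* (chromosome 18, 38838673 to 38918699) had 55, 3662 and 191 counts and a log2 ratio of 5.87 (interval 5.49 to 6.28). *Adra2c* (chromosome 5, 35278566 to 35281763) had 7, 688 and 18 counts and a log2 ratio of 6.43 (interval 5.38 to 7.75).

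Some luminal transcripts stood apart from control after rLif. *Sprr2e* (chromosome 3, 92352143 to 92353449) had 50, 11 and 1967 counts in the libraries labelled control, eKO and eKO with rLif, a log2 ratio of 5.25 for rLif-treated eKO against control. It belongs to a family of similar genes among which reads could be split, as do *Gm14446*, *Slfn4* and *Ctsll3* below. *Tmprss11d* (chromosome 5, 86302854 to 86373387) had 177, 12 and 4650 counts and a log2 ratio of 4.67. *Lix1* (chromosome 17, 17402686 to 17459388) had 0, 29 and 65 counts, at least 21-fold higher than control with rLif. *Gm14446* (chromosome 19, 34592888 to 34601968), *Gpx3* (chromosome 11, 54902854 to 54910382) and *Upk3b* (chromosome 5, 136038496 to 136044993) remained low. *Gpx3* had 25746, 240 and 538 counts. *Gm14446* had 2810, 19 and 43 counts, and *Upk3b* had 145, 0 and 0. Between the libraries labelled eKO with rLif and eKO, the largest increases were in *Fgg* (chromosome 3, 83007896 to 83015049; 0 against 2661 counts, at least 978-fold), *8430408G22Rik* (log2 ratio 9.70) and *Kng1* (chromosome 16, 23058300 to 23082078; 0 against 1514 counts, at least 557-fold). The largest decreases were in *Gm19461* (chromosome 1, 133249852 to 133269808), *Kcnc4* (chromosome 3, 107438303 to 107458898) and *Fam124b* (chromosome 1, 80198699 to 80213944). Their counts fell from 176 to 0, from 326 to 2 and from 142 to 0. *Gm19461* is annotated as antisense, and its counts are uncertain because the strand setting was not stated.

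Whether luminal transcripts returned towards control after rLif was asked over all genes called in eKO against control. Of the 2704 genes, 1790 (66.2%, exact binomial 95% interval 64.4% to 68.0%) lay nearer to the library labelled control than to the one labelled eKO. In simulated unchanged libraries the share was 49.6% at a dispersion of 0.1 and 50.4% at 0.2. Across genes, Pearson's r between the 2 differences was 0.708, against 0.493 and 0.50 in the simulated libraries. Of the genes called in both eKO against control and rLif-treated against untreated eKO, 1385 of 1392 had opposite signs. Simulated libraries also gave mostly opposite signs, for 213 of 214 genes at a dispersion of 0.1 and for 882 of 910 at 0.2, because both comparisons share a library. Between the 2 luminal comparisons that share the library labelled control, 684 genes were called in both, 588 of them in the same direction (396 lower and 192 higher). Simulated libraries had 217 genes in both at a dispersion of 0.1, with a mean of 216.5 in the same direction, and 888 at 0.2, with 863 in the same direction. The share in the same direction was therefore below that without any change. In blastocysts, 181 of the 468 genes (38.7%, interval 34.2% to 43.3%) lay nearer to control, below the 50.4% and 50.1% of the simulated libraries. Pearson's r was 0.395, below the simulated 0.503 and 0.501. For blastocysts, 98 of the 112 genes called in both of these comparisons had opposite signs, where simulated libraries had 203 of 204 at a dispersion of 0.1. Between the 2 comparisons that share the control blastocysts, 211 genes were called in both, of which 176 were lower and 33 higher in both. Simulated libraries had 199.9 genes in both at a dispersion of 0.1 (198.95 in the same direction), 6.70 at 0.04 and 816 at 0.2. The alternative that moved these shares most was a minimum of 50 counts, with 68.6% in the luminal layer and 32.9% in blastocysts.

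Gene lists fixed before the data were examined, but after the study's supplementary tables had been read, were then compared in the luminal layer. Those tables report genes that differed in these same libraries, so the lists are not independent of the data. The median log2 ratio of 25 Stat3 targets was -1.45 for eKO against control, below all 10000 matched random lists, whose central 95% spanned -0.33 to 0.35. The median was 1.98 for rLif-treated against untreated eKO and 1.08 for rLif-treated eKO against control, both above all random lists. Over the 16 of these targets that the study's enrichment had not named, the medians were -0.89, 1.46 and 0.51. For eKO against control, 13 Stat3 targets were called lower and 1, *Hif1a*, was called higher. *Socs3* had 1482 counts in the library labelled control, 153 in the one labelled eKO and 4242 in the one labelled eKO with rLif, *Osmr* had 1413, 71 and 4178, and *Lrg1* had 530, 29 and 1901. *Cebpd*, whose exons overlap another gene and whose counts are uncertain, had 22069, 4754 and 59120.

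Estrogen-responsive epithelial genes had a median log2 ratio of -1.69 for eKO against control, 0.60 for rLif-treated eKO against control and 1.64 for rLif-treated against untreated eKO. The first was below all random lists, the second was at percentile 99.87 and the third above all. For eKO against control, the 9 members called lower included *Sprr2b*, *Sprr2d*, *Sprr2e*, *Sprr2f* and *Sprr2g*. These are similar genes among which reads could be split, so they are not independent members. The median without them was not computed, so a broad decrease of estrogen-responsive genes is not shown. *Ltf* had 2745, 992 and 851 counts, so it was low in the library labelled eKO (log2 ratio -1.65) and stayed low with rLif (-1.73 against control). The control lacked the Cre driver under the *Ltf* promoter that both eKO groups carried. An effect of that driver on *Ltf* cannot be told apart from an effect of missing Lif. *Lcn2* had 4200, 110 and 8824. Attachment genes had medians of -1.26, 0.33 and 1.63, of which 0.33 lay within the random lists (percentile 94.4). *Igfbp3* had 90135, 476 and 49934 counts and *Coch* had 22736, 902 and 21336. *Ptgs2*, which encodes cyclooxygenase-2, was not called in any luminal comparison, with 150, 294 and 335 counts. The progesterone-responsive list had a median of -0.19 for eKO against control, within the random lists (percentile 15.9), and its members went both ways. *Calb1* had 13579, 175456 and 30828 counts (log2 ratio 3.51), whereas *Cyp26a1* had 136285, 2545 and 115011 (-5.93) and *Ihh* had 18313, 4493 and 32353 (-2.21). *Pgr* had 594, 1736 and 928 counts (log2 ratio 1.36) and *Esr1* had 1781, 2172 and 1411 (0.10).

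Proliferation genes in the luminal layer had a median log2 ratio of -0.70 for eKO against control (percentile 0.15), and 13 of 14 were lower. *Mki67* had 562, 354 and 224 counts, and was called lower only in rLif-treated eKO against control (log2 ratio -1.37). For eKO against control, medians of the luminal epithelium (-0.07), glandular epithelium (-0.34), stroma (0.33), smooth muscle (-0.42), immune (0.15), endothelium (0.28), trophectoderm (0.01), inner cell mass (-0.34) and primitive endoderm (0.04) lists lay within their random lists. The means of the glandular list (0.34), the immune list (-0.09) and the primitive endoderm list (-0.50) had the opposite sign to their medians. With genes at 0 counts set to their bound, the glandular median was -0.16. For rLif-treated eKO against control, the smooth muscle median was -1.65, below all random lists, and that against eKO was -1.12 (percentile 0.71). The stroma median for rLif-treated against untreated eKO was -0.54 (percentile 0.08). Further lists stood apart with rLif. Against control these were the glandular list (1.05, percentile 99.3, or 0.72 with genes at 0 counts at their bound), the immune list (0.66, percentile 99.8, with a mean of -0.05) and the inner cell mass list (-0.96, percentile 2.14, 4 usable genes). Against eKO they were proliferation (0.65, percentile 99.94), trophectoderm (-0.86, percentile 0.43) and the glandular list (1.00, percentile 98.3). Scaling by total count shifted all luminal log2 ratios of rLif-treated eKO against control by -0.18, so smaller medians in that comparison have no settled sign.

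In blastocysts, for eKO against control, medians of trophectoderm (0.00), inner cell mass (0.07), primitive endoderm (0.05) and proliferation (-0.00) genes lay within random lists, as did that of sex chromosome genes (0.01). The means of the trophectoderm (-0.21), primitive endoderm (-0.07) and proliferation (0.02) lists had the opposite sign to their medians. Stat3 targets had a median of 0.21 (percentile 99.8, random lists -0.13 to 0.13), the stroma list of -1.04 (below all random lists) and the immune list of 0.50 (percentile 99.3). For rLif-treated eKO against control, primitive endoderm genes had a median of -0.52, below all random lists. Trophectoderm genes had -0.18 (percentile 0.90), inner cell mass genes 0.26 (percentile 99.7), Stat3 targets -0.21 (percentile 2.17) and proliferation genes 0.16 (percentile 96.8). Against eKO, the rLif-treated library had medians of -0.58 for primitive endoderm genes, 0.20 for inner cell mass genes and -0.31 for Stat3 targets. Over the 15 usable Stat3 targets that the study's enrichment had not named, the medians were 0.29 for eKO against control (percentile 99.91), 0.01 for rLif-treated eKO against control (percentile 62.0) and -0.33 against eKO (percentile 0.44), so the decrease against control was not seen over these. Among lists of uterine genes, medians with rLif against control were below the central 95% of random lists for the stroma (-1.18), attachment (-0.54), progesterone-responsive (-0.47), immune (-0.78) and endothelium (-1.28) lists. They were within random lists for the luminal epithelium (-0.05), glandular (-1.34), estrogen-responsive (-0.70) and smooth muscle (-0.19) lists. Against eKO, medians with rLif were below the central 95% for the attachment (-0.43), progesterone-responsive (-0.47) and immune (-0.87) lists. The estrogen-responsive (-0.99, percentile 1.63) and glandular (-1.16, percentile 2.43) medians against eKO were below it too. Those of the luminal epithelium (-0.17), stroma (-0.21), smooth muscle (-0.62) and endothelium (0) lists lay within it. The percentiles describe these libraries and are not a test between conditions.

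**Figure D3:**
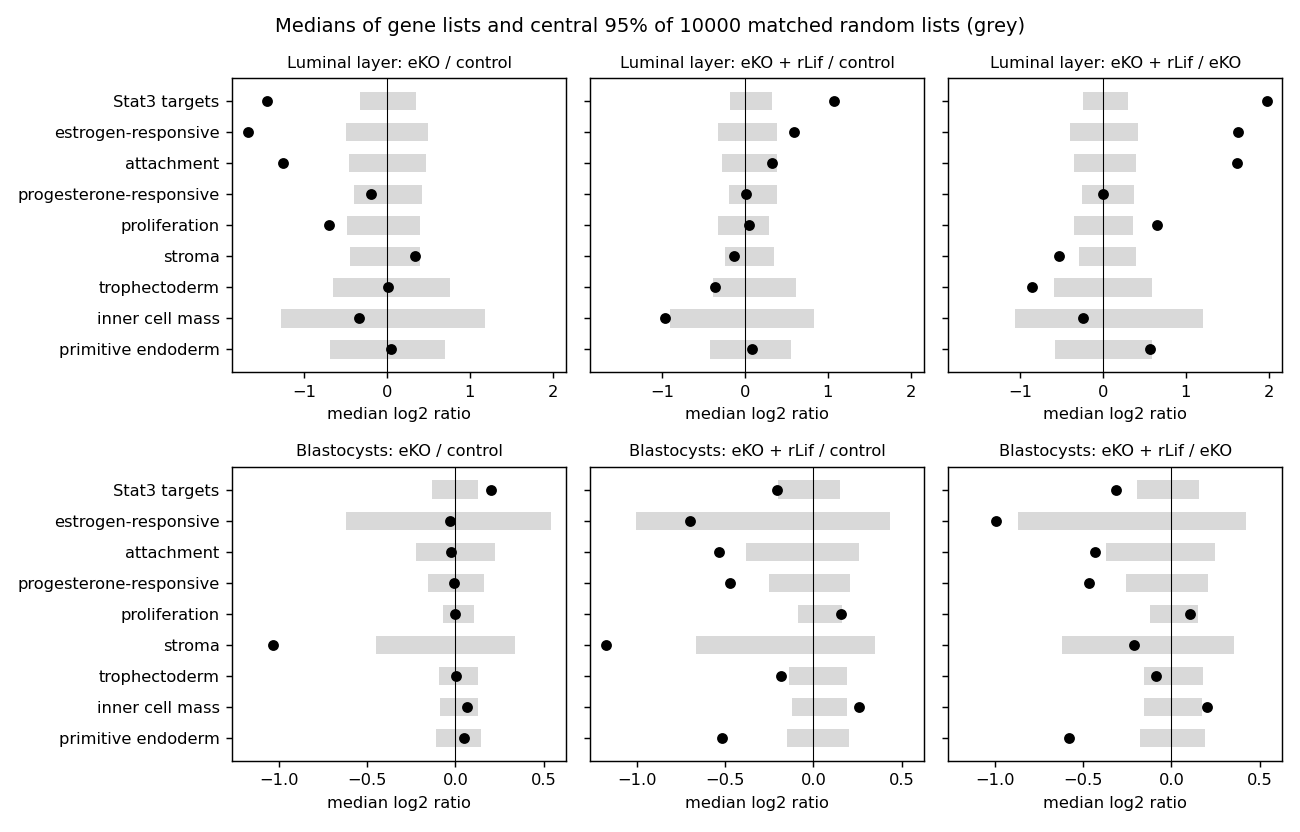
Black points are the median log2 ratios of 9 gene lists in each of the 6 comparisons. The lists were fixed before the data were examined but after the study's supplementary tables had been read. Grey bars span the central 95% of 10000 random lists matched on size and mean expression. In the luminal layer the Stat3 target medians of -1.45, 1.08 and 1.98 lie outside the grey bars, and in blastocysts the primitive endoderm medians of -0.52 and -0.58 in the rLif-treated library do.

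The blastocyst genes with the largest differences had low counts in at least 1 library. *Fasl* (chromosome 1, 161780692 to 161788495) had 668 counts in control, 3 in eKO and 13 in eKO with rLif, a log2 ratio of -7.83 for eKO against control (interval -10.12 to -6.28). *Has2* (chromosome 15, 56665627 to 56694546), whose exons overlap another gene and whose counts are uncertain, had 205, 0 and 0, at least 70.1-fold lower in eKO. *Ptger3* (chromosome 3, 157566892 to 157644758) had 521, 6 and 11 counts and a log2 ratio of -6.48. Higher in eKO were *Cxcl2* (chromosome 5, 90903899 to 90905938) with 0, 131 and 0 counts, at least 42.6-fold, *Slfn4* (chromosome 11, 83175186 to 83190216) with 7, 379 and 17 counts, and *Lcn2* (chromosome 2, 32384637 to 32387739) with 0, 64 and 13 counts, at least 20.8-fold. For rLif-treated eKO against control, *Ctsll3* (chromosome 13, 60798250 to 60802844) had 3804, 276 and 67 counts and a log2 ratio of -5.86, and *Itgb3* (chromosome 11, 104608000 to 104670471) had 1026, 93 and 19 counts and a log2 ratio of -5.78. *Serpinb2* (chromosome 1, 107511423 to 107525600) and *Nap1l2* (chromosome X, 103184059 to 103186664), with 0 counts in control, rose to 30 and 24, and *Zscan5b* (chromosome 7, 6222278 to 6239412) rose from 1 to 33. Between eKO with rLif and eKO, *Bhlhe40* (chromosome 6, 108660629 to 108666925), whose exons overlap another gene and whose counts are uncertain, had 558, 1639 and 92 counts and a log2 ratio of -4.15. *Mag* (chromosome 7, 30899183 to 30914832), *Gdf9* (chromosome 11, 53433286 to 53437902) and *Gm4951* (chromosome 18, 60212077 to 60247820) had 0 counts in eKO and 36, 32 and 24 with rLif.

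The luminal layer and the blastocyst were set side by side in the same comparison. For eKO against control, the size rule called 5.78 times as many genes in the luminal layer, and 5.39 times as many after all 6 libraries had been thinned to the lowest total count. The difference between tissues was not tested. Of 13656 genes analysed in both tissues, 110 were called in both for eKO against control, 59 in the same direction and 51 in opposite directions.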

Values the study reported

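The study stated that the blastocysts of a group were combined into a single sample, 46 for the *Lif* eKO and 51 for the group that had received rLif.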

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

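The tests of abundance classes in this part were chosen after the opposite calls had been counted, but before their own results were seen, except that they were split by comparison after a combined run had been undecided. A set of results was picked out because genes were called in opposite directions in the luminal and blastocyst libraries under the same comparison. There were 51 such genes for eKO against control, 45 for eKO with rLif against control and 73 for eKO with rLif against eKO. Each rests on 1 library per group and tissue, and the luminal direction rests on labels that the *Lif* counts do not bear out. The difference between tissues was not tested. If calls in the 2 tissues were independent, 28.3, 20.7 and 31.3 opposite calls would be found. Calls in the same direction also exceeded independence, with 59, 65 and 51 against 29.3, 25.8 and 29.8.

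Rare genes were called more often in both tissues, which could raise both kinds of overlap. Within 10 classes of abundance per tissue, 47.8 opposite calls were expected for eKO against control and 35.9 for eKO with rLif against control. The 51 and 45 observed lay within 2 square roots of those values, so the abundance of the genes may account for them. For calls in the same direction, 48.9, 41.2 and 49.3 were expected in the 3 comparisons. The 59 and 51 observed for eKO against control and for eKO with rLif against eKO lay within the same limit, but the 65 observed for eKO with rLif against control exceeded it, so abundance classes leave part of that overlap unaccounted for. For eKO with rLif against eKO, 51.7 were expected and 73 were observed, which is more than this explanation gives. Of the 73, 58 were higher in the luminal layer and lower in blastocysts with rLif, and 15 went the other way. The blastocyst comparison held more decreases (421) than increases (136), so the direction of the majority follows from that imbalance in part. An effect of depth on these overlaps was not tested, and a different response of the 2 tissues to rLif remains open and untested.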

How the results depend on the processing

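Rounded RPKM and the most abundant of 3 equal classes of genes were chosen after the data had been seen, the former also after the study's supplementary tables and figures. No paired analysis was possible because each group was 1 library, which also left no library to leave out. Of the recomputed values, 188 stayed within their range and 70 moved.

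Size-rule numbers are given for luminal eKO against control, eKO with rLif against control and eKO with rLif against eKO, then for blastocysts in that order. With a limit of 0 they were 11724, 10384, 11212, 6667, 7865 and 7832, and with a limit of 2 they were 868, 295, 750, 100, 149 and 93. In the most abundant class they were 754, 289, 656, 7, 52 and 37. Of the 289, 59.2% were higher, against 45.0% of 1438 in all genes, so the majority direction reversed. Of the 656, 63.6% were higher, against 50.3% of 2456. With an interval of higher confidence, the second was 735 and the last 3 were 144, 304 and 195. A minimum of 50 counts left 210, 447 and 325 in blastocysts. Fewer genes or a stricter limit by construction gave fewer calls. DESeq2 size factors, total-count scaling, no minimum, thinning, and leaving out overlapping or the 20 most abundant genes each kept all 6 numbers within 1.5 times. Total-count scaling shifted all luminal genes by -0.18 (log2) for eKO with rLif against control, where 29.9% of 1470 calls were higher instead of 45.0% of 1438.

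Under the study's limits, numbers in the same order were 3261, 1468, 2842, 291, 579 and 378 at a dispersion of 0.04 and 402, 41, 310, 10, 15 and 1 at 0.2. The 1 gene was *Cxcl2*. At 0.4 they were 29, 0, 36, 0, 0 and 0, and with the common dispersion of the blastocyst libraries 2432, 914, 2188, 184, 407 and 212. A minimum of 50 counts left 194 in the second and 34, 77 and 27 in blastocysts, and thinning left 202 in the second. RPKM rounded to whole numbers in place of counts gave 106 (31 higher, 75 lower), 12 (5 higher, 7 lower), 106 (95 higher, 11 lower), 0, 2 and 0. The 2 were *Ctsll3* and *Ldha*, the latter chosen after its values were seen. Rounded RPKM summed to 603802 in the luminal library labelled control, far below its read total, so the values carry less counting information than the reads did. The study's methods name RPKM before edgeR and do not state which values edgeR was given.

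The share of genes nearer to control was 68.6% in the luminal layer and 32.9% in blastocysts with a minimum of 50 counts. The luminal r was 0.680 and 0.743 with pseudocounts of 0.5 and 10, 0.754 with the minimum of 50 and 0.718 with the eKO counts split in 2 parts. The blastocyst r was 0.409, 0.359, 0.324 and 0.441. The part of the split eKO counts that chose the called genes was not used for r. The other part entered both differences, so the split does not remove the shared library from r. The cause of these shifts was not tested. All 27 list medians recomputed under the 4 list alternatives stayed within the intervals of their medians. Depth limits rare genes, since 0 against 3 counts cannot be told from no difference.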

Other observations

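The tests in this part were chosen after the result had been seen, except the simulation of counting error, the hypoxia test (its list was added after a first look at the data, but before its genes were looked at) and thinning (planned beforehand as an alternative, and used as a test of depth afterwards). Also chosen afterwards were the limits used to judge the label swap, the blastocyst RNA and the myeloid genes. The test of luminal RNA in blastocysts is the last of several versions that were run.

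The *Lif* counts in the luminal layer, 0 in the library labelled control and 28 in the one labelled eKO, were in the reverse of the order that a deletion would give. A swap of the control and eKO labels would raise Stat3 targets in the library labelled eKO, because Lif acts through Stat3. Their median log2 ratio was -1.45, and -0.89 without the targets that the study's enrichment had named, which argues against a swap. That reading takes the action of Lif on Stat3 as given and judges a label by an outcome. Blastocyst RNA in that library would bring trophectoderm and inner cell mass genes along with *Lif*. Their summed count was 4.30% of what the *Lif* reads would require, although *Cdx2* had 15 counts there and 0 in the other luminal libraries. *Sox2* had 19 counts there, where 24.8 would be required, against 8 in the library labelled control and 0 with rLif. *Esrrb* had 4 there and 0 in the others. *Hand1*, *Pou5f1*, *Nanog*, *Tdgf1*, *Fgf4* and *Zfp42* had 0 counts in the library labelled eKO. *Esrrb* and these genes at 0 were chosen after their values were seen. *2210409E12Rik*, chosen after its values were seen, had 210 counts in that library and 0 and 13 in the others, against 27495 to 31662 in blastocysts, so a trace of blastocyst RNA too small to account for *Lif* is not excluded. Gland or stromal cells stay open. Their markers without *Lif* had a pooled median log2 ratio of 0.11, but the lists differed. The stroma median followed *Lif* in direction, at 0.33 for eKO against control (percentile 95.07) and -0.54 for rLif-treated against untreated eKO (percentile 0.08). The median of the glandular list, which includes *Lif*, went the other way, at -0.34 and 1.00. So few *Lif* reads could also come from a share of cells too small to move these markers. A deleted allele that still gives reads outside the removed exons was not analysed here, since the counts are per gene. A single wrong label was not tested.

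In blastocysts, 176 genes were lower than control in both eKO libraries. RNA carried from the luminal layer into the control pool cannot give a gene a higher level there than in the luminal layer itself. For 82 of the 176 genes (46.6%), the level in control blastocysts exceeded that in the luminal library labelled control by its counting interval, so luminal RNA alone is an unlikely source for these. For the other 94 it cannot be told apart from a difference in the blastocysts. Stromal markers did differ, at a median of 2.83% of the luminal level in control against 0.736% and 0.950%. *Pdgfra*, *Pdgfrb* and *Vim* had been left out of these markers after blastocysts were seen to express them. Of the 94 genes, 90.4% would need more luminal RNA than 2.83%, but that share rests on 9 markers, and carried cells need not have the makeup of the microdissected layer.

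A candidate explanation for the same 176 genes is that trophoblast was less advanced in the eKO uterus. The trophoblast differentiation list had a median log2 ratio of -0.43 for eKO against control (percentile 0.63) and -1.47 for rLif-treated eKO against control (below all random lists). Counts of 3 of its 20 genes (*Hand1*, *Flt1*, *Lifr*) had been seen before the list was written. Without all 3, the eKO percentile was 1.79. *Flt1* was under the count minimum in blastocysts. Without *Hand1* alone among the usable genes, it was 28.2, so the eKO result depended on which members were kept. With rLif, all versions lay at or under percentile 0.01. The list was also low in the luminal layer for eKO against control, with a median of -1.25 over 7 usable genes (percentile 0.25), so its genes are not specific to trophoblast here. The explanation thus cannot be told apart from a chance difference for the eKO library, with 12 usable genes, 1 pool per group, and 8 of the 20 genes at 1 CPM or more in control blastocysts. A second candidate was a difference in hypoxia or handling time. The hypoxia list had percentile 10.85 for eKO and was below all random lists with rLif (median -0.55), with members going both ways in eKO, which leaves it open too. *Ldha* had 7174, 1888 and 567 counts, while *Ndrg1*, another member of that list, had 19257, 30189 and 7787, both chosen after their values were seen. In the luminal layer the hypoxia list was low for eKO against control too, with a median of -0.74 (percentile 0.04), and for rLif-treated eKO against control (-0.26, percentile 1.74). Of the 20 hypoxia genes, 18 were at 1 CPM or more in control blastocysts.

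*Cxcl2*, *Slfn4* and *Lcn2* were higher in the eKO blastocyst library. Myeloid cells in the flushed pool are a candidate source. The whole myeloid list had percentile 99.99 for eKO against control, and percentile 26.7 in the luminal layer. Over the 13 usable myeloid genes whose counts had not been seen, the median log2 ratio was 0.63 for eKO against control and -1.35 for rLif-treated against untreated eKO. Both lay beyond all random lists, at percentile 100 in the direction of higher in eKO. However, *Tyrobp* (20, 21 and 11 counts), *Laptm5* (200, 193 and 124) and *Srgn* (679, 477 and 185), chosen after their values were seen as transcripts of nearly all myeloid cells, were not raised over control. Among abundant members, also chosen after their values were seen, *Lyz2* had 976, 2128 and 289 counts and *Csf3r* 3357, 4234 and 5162. Since 15 of the 20 genes were at 1 CPM or more in control blastocysts, expression by the blastocyst itself cannot be told apart from myeloid cells.

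More genes were called in the luminal layer than in blastocysts. The ratio differed between comparisons. For eKO against control it was 5.39 after thinning, so depth does not account for it there. For eKO with rLif against control the luminal excess was smaller, with 1438 against 734 genes, and 1159 against 716 after thinning. For eKO with rLif against eKO, 2121 against 539 were called after thinning. Noise of rare genes does not either, as the ratio was 107.7 in the most abundant of 3 equal classes of genes, although that rests on 754 against only 7 genes and is the most extreme of the 3 comparisons. In that class the others had 289 against 52 genes (eKO with rLif against control) and 656 against 37 (eKO with rLif against eKO). A larger response of the epithelium is a hypothesis that these libraries may fit, but a larger spread between microdissected pools would look alike and was not tested.

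In the luminal layer, 190 genes had 0 counts in 1 library and at least 30 in another, against 24 in blastocysts. Simulated libraries with counting error alone held 0 such genes, as did those with a dispersion of 0.1. Loss of rare transcripts from low RNA input was not tested against a biological difference.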
